A study of Mus musculus with 6 samples. Its data were reported in "Dynamic transcriptome analysis of osteal macrophages identifies a distinct subset with senescence features in experimental osteoporosis" (2024).

How the data were processed

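Osteal macrophages were sorted from the bones of OVX and sham mice 4 weeks after surgery, and total RNA was sequenced in 3 libraries per group. Groups and replicate numbers were taken from the sample titles. Nothing in the labels says that replicates came from separate animals, so p-values measure only the spread between these samples, which may be technical.

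The authors deposited 1 table with a TPM value per transcript and library, with Ensembl transcript and gene identifiers and gene symbols. The submitters' processing notes name HISAT2 2.0.5 for alignment and featureCounts 1.5.0-p3 for counting, and the study's methods name trimming and alignment to mm10. How a TPM per transcript was made from them is not given in the sources used here. The table lists 23115 transcripts, of which 22992 have an identifier in GENCODE M21, and all annotated transcripts are listed for 1762 of 11815 genes. Gene values are sums over listed transcripts, so a gene's value can miss part of its RNA. Many genes are not in the table and were not analysed here. The listed transcripts have a mean level of 29.55 or more in the comparison columns described next, while 2202 of them are at 0 TPM in all 6 libraries. Which genes are listed was therefore apparently not set by these TPM, and the list sizes and the genes that camera compares a list with hold only for the listed genes. A value of 0 can be a failed estimate for a transcript. Beside the TPM, the authors deposited comparison columns: a mean level, a log2 fold change and an adjusted p-value per transcript, named as DESeq2 writes them. Their log2 fold changes do not follow the TPM values, and the columns were used only to check that and how the rows were listed. TPM keep no counts, so no counting interval or detection limit is given.

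The plan, fixed before the data were examined, assumed raw read counts. Because the table holds TPM, the test was limma 3.58.1 in R 4.3.3 on log2(scaled TPM + 1), with the empirical Bayes trend, group as the only term, and Benjamini-Hochberg adjustment over all genes tested. TPM were scaled by a trimmed mean of M values without weights (30% of M values and 5% of A values trimmed at each end), the scaling named in the plan. The factors were 1.048, 0.999 and 1.139 for sham and 1.002, 1.007 and 0.8317 for OVX replicates 1, 2 and 3. Results on the TPM as deposited and with median-ratio scaling had been seen before this scaling was written. Genes with a mean of at least 1 scaled TPM were tested, 8185 of 11815. Means and SDs are of scaled TPM over 3 libraries. Fold changes are on the log2(scaled TPM + 1) scale, which understates the change of low genes. An exact permutation test of 3 against 3 cannot go below p = 0.1, so no single-gene permutation test was used.

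The 46 gene lists (processes, cell types that the sort could hold, sample quality, genes the study names) were fixed before the data were examined. Lists with at least 3 tested genes, 37 of them, were tested by camera with a preset correlation of 0.01, which compares a list with the other genes, and adjusted over the lists. The other 9 had too few tested genes. For the 8 cell types among them at most 2 genes each are listed, so nothing can be said of those cells. Fry, which tests whether a list moves on balance one way, was an alternative.

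Genes were named by a rule fixed in advance. Part 1 takes up to 10 called genes per direction whose libraries do not overlap. Where it gives fewer than 5, genes with the smallest p, no overlap and a mean of at least 1 follow, up to 10 per direction. The other parts take the genes the study names, the sort markers, and up to 4 genes of each list described, by p, or by abundance for lists of other cell types.

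The fit was tested on simulated data for this comparison, with 7944 genes passing the filter and each gene's pooled spread within the real groups. It called 46.2% of genes changed 2-fold and 75.5% of genes changed 4-fold, with 5 unchanged genes called, and 10 of 10 moved lists. Simulated genes varied independently of each other, with the same spread in every library. The result therefore does not cover lists whose genes vary together, or a library that lies apart from the others. Alternatives were other scalings, filters and pseudocounts, other spread estimates, protein-coding genes only, a replicate block, leaving out each library, and other list tests.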

Results

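RNA was measured by bulk sequencing in osteal macrophages, the macrophages that line bone surfaces, sorted from the femurs and vertebrae of ovariectomized (OVX) and sham-operated female mice 4 weeks after surgery. Ovariectomy removes the ovarian source of estrogen and is a mouse model of the postmenopausal state. There were 3 OVX and 3 sham libraries. The deposited values were TPM, each transcript's share of a library's RNA on a fixed scale, for 23115 transcripts of 11815 genes. The listed transcripts held 81.06%, 80.53% and 82.73% of the full TPM scale in sham replicates 1, 2 and 3, and 82.97%, 81.23% and 66.31% in OVX replicates 1, 2 and 3. TPM keep no counts, so the reads behind each value cannot be read from the table. Coordinates are those of GENCODE M21 on GRCm38 (mm10).

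**Figure D1:**
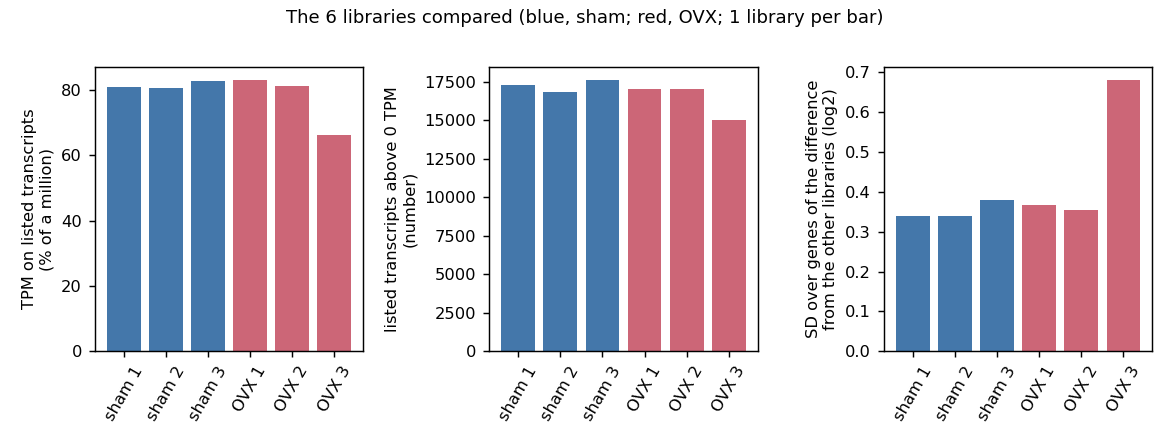
Each bar is 1 library, blue for sham and red for OVX, showing from left to right the percent of the full TPM scale on listed transcripts, the number of listed transcripts above 0 TPM, and the SD over genes of the log2 difference from the mean of the other 5 libraries. OVX replicate 3 lies apart in all 3 panels, with 66.31% listed, 14992 transcripts above 0 and an SD of 0.679.

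The sorted populations held transcripts of macrophages and of several other cell types. The sort used CD11b with F4/80 or CD68. Itgam, which encodes CD11b, was at 11.9 ± 1.48 scaled TPM in sham and 21.9 ± 5.74 in OVX (SD, n = 3). Cd68 was at 34.5 ± 2.86 in sham and 40.3 ± 3.20 in OVX, and Adgre1, which encodes F4/80, was at 0.875 ± 0.260 in sham and 0.678 ± 0.330 in OVX, below the level at which genes were tested. Listed genes of the sort and macrophage identity list summed to 1585 ± 39.97 scaled TPM in sham and 1881 ± 245 in OVX. Genes of the neutrophil list summed to 79649 ± 9563 scaled TPM in sham and 136040 ± 4363 in OVX, and those of the stromal and fibroblast list to 34962 ± 1662 in sham and 32892 ± 10420 in OVX. Such sums cover listed genes only, so they do not give the shares of cells. The osteoblast and osteocyte list summed to 10128 ± 146 in sham and 8800 ± 2318 in OVX. The lower OVX means of these 2 lists come from OVX replicate 3, at 21030 and 6153, while OVX replicates 1 and 2 were at 40559 and 37087 for the stromal list and at 10465 and 9782 for the osteoblast list. Some of these genes are also made by activated macrophages, and many macrophage genes are not analysed here. Csf1r, the receptor gene for a growth factor that macrophages depend on, was listed at 0 in all 6 libraries, with 1 of its 6 annotated transcripts listed.

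The comparison of OVX with sham asked how loss of the ovaries changes the gene profile of osteal macrophages. In OVX, G0s2, a brake on fat breakdown, was at 557 ± 44.3 scaled TPM against 266 ± 22.4 in sham, and the long noncoding RNA AW112010, which is induced in activated immune cells, was at 270 ± 12.7 against 138 ± 10.7 (SD, n = 3). The cartilage collagen genes Col2a1 (121 ± 2.46 against 69.2 ± 1.28) and Col10a1 (33.1 ± 0.932 against 18.4 ± 1.86) and Mia, a secreted cartilage protein gene (113 ± 35.3 against 44.4 ± 4.61), were higher as well. Mt1, a metal-binding metallothionein, was at 859 ± 57.2 in OVX against 1566 ± 151 in sham, and the neutrophil-attracting chemokine gene Cxcl5 was at 98.7 ± 8.70 against 160 ± 9.41. The 3 OVX libraries lay outside the sham range for each of these genes, but the rule that named them required this. None of these 7 genes passed the threshold after adjustment. Without OVX replicate 3, G0s2, AW112010, Col2a1 and Mia passed, and with library weights, chosen after the data were seen, which gave that library a weight of 0.171, all 7 did, with adjusted p from 0.0123 to 0.0338.

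Of 8185 genes tested by limma, 1 was higher in OVX at a Benjamini-Hochberg adjusted p of 0.05 and 0 were lower. At an unadjusted p of 0.05, 296 genes were higher and 277 lower, where chance gives 205 each way. The libraries of the groups did not overlap for 617 higher and 622 lower genes, 15.1% of those tested, where chance gives 10%. On the TPM as deposited, without further scaling, 127 genes were higher and 496 lower at an unadjusted p of 0.05, so the higher share was 20.4% in place of 51.7%, and the median log2 fold change of all genes was -0.15 in place of -0.01. Without OVX replicate 3, the library that lies apart, limma called 9 genes higher and 3 lower.

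The 1 called gene was Gm10132 (chromosome 14, 77251847 to 77252314, minus strand), a processed pseudogene. It was at 0, 0 and 0.448 scaled TPM in sham and 16.4, 9.61 and 16.02 in OVX, a log2 fold change of 3.69 ± 0.26 (SE) on the log2(scaled TPM + 1) scale with a limma adjusted p of 0.0132. A pseudogene can share reads with its parent gene, so the value is uncertain. The adjusted p was 0.143, 0.0752 and 0.0603 without sham replicates 1, 2 and 3, and 0.105 without OVX replicate 1. It was 0.0887 with the replicate block and 0.243 with a pseudocount of 0.1. The log2 fold change was 6.28 with that pseudocount and 1.86 with a pseudocount of 5.

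Among the genes with the smallest p that did not pass, G0s2 (chromosome 1, 193272161 to 193273217, minus strand) had a log2 fold change of 1.06 ± 0.13 and a limma adjusted p of 0.165. AW112010 (chromosome 19, 11047612 to 11055808, minus strand) had 0.96 ± 0.13. Col2a1 (chromosome 15, 97975602 to 98004695, minus strand) had 0.79 ± 0.12, Col10a1 0.82 ± 0.14 and Mia 1.28 ± 0.23. Evi2a was at 17.5 ± 0.764 scaled TPM in OVX against 7.997 ± 1.18 in sham, and Sgcd was at 7.07 ± 0.866 against 3.14 ± 0.371. Samd4b was at 4.14 ± 0.517 against 0.626 ± 0.392, and Rpl36a-ps1, whose name marks it as a ribosomal protein pseudogene, was at 5.95 ± 0.934 against 1.45 ± 0.657.

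On the lower side, Mt1 (chromosome 8, 94179082 to 94180327, plus strand) had a log2 fold change of -0.86 ± 0.14 and a limma adjusted p of 0.281, and Cxcl5 (chromosome 5, 90759360 to 90761624, plus strand) had -0.69 ± 0.13 and an adjusted p of 0.377. Ddx1, an RNA helicase gene, was at 6.41 ± 0.718 in OVX against 11.5 ± 0.508 in sham, and Cfap410 at 1.13 ± 0.274 against 3.31 ± 0.462. The other 6 genes of this group were listed at or near 0 in OVX. Grn, the progranulin gene, was at 5.94, 15.0 and 7.37 in sham and 0.070, 0 and 0.409 in OVX, with 1 of its 10 annotated transcripts listed. Gm10335 was at 16.2, 16.6 and 10.8 in sham and 0, 0 and 2.71 in OVX, and Ldb2 at 1.75, 2.18 and 2.02 in sham and 0, 0 and 0.289 in OVX. Rbm43, Jmjd8 and As3mt were listed at 0 in all 3 OVX libraries and at up to 4.04, 6.04 and 3.34 in sham. A listed 0 can be a failed estimate for a transcript.

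**Figure D2:**
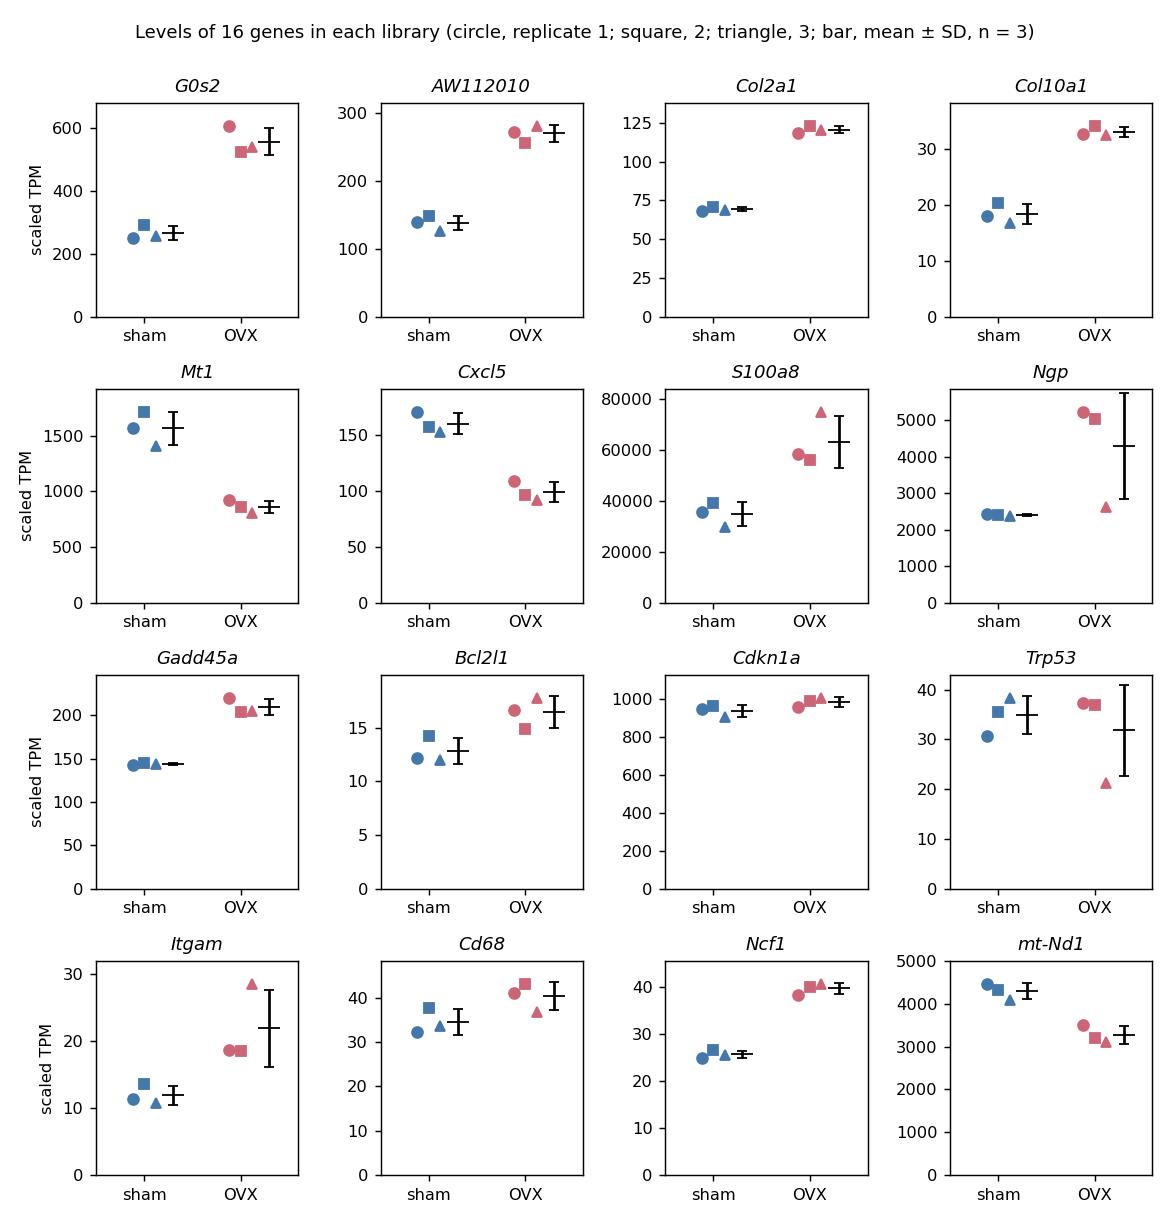
Each panel is 1 gene, with scaled TPM from 0 on the vertical axis, 1 marker per library (circle, square and triangle for replicates 1, 2 and 3) and the mean ± SD of 3 libraries beside them. G0s2 lies at 557 ± 44.3 in OVX and 266 ± 22.4 in sham, while Ngp in OVX replicate 3 (2626) lies near the sham libraries.

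The genes of the Trp53 pathway that the study names for this comparison lay above sham in OVX. Trp53 encodes p53, which halts the cell cycle after damage. All 5 tested genes lay above sham in every OVX library. Gadd45a, a growth-arrest gene induced by DNA damage (chromosome 6, 67035096 to 67037457, minus strand), was at 210 ± 9.20 scaled TPM in OVX against 144 ± 1.49 in sham, and Bcl2l1, which protects cells from apoptosis, at 16.4 ± 1.48 against 12.8 ± 1.22. Gpnmb was at 2.09 ± 0.460 against 1.22 ± 0.102, Epha2 at 3.94 ± 0.520 against 3.003 ± 0.235, and the cell cycle inhibitor Cdkn1b at 1.61 ± 0.687 against 0.394 ± 0.110. The log2 fold changes ran from 0.30 ± 0.16 for Epha2 to 0.87 ± 0.25 for Cdkn1b, and the mean was 0.50. Camera gave the list an adjusted p of 0.000104, and adjusted p = 0.129 with an estimated correlation. By limma 0 of the 5 passed over all genes, and 2 passed adjusted over the list alone. The study chose these genes on these samples, so neither the camera p nor either count is independent evidence of the direction. The list mean was 0.27 on the TPM as deposited, where Cdkn1b fell below the level for testing, and 0.29 with a pseudocount of 5, and the list stayed called in both. In the same libraries the neutrophil list summed to 1.71 times sham, mostly through S100a8 and S100a9. The mitochondrially encoded list was lower. A change in the mix or quality of the cells could therefore move the p53 genes too.

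The wider p53 and senescence lists did not pass. The list of p53 targets had 20 tested genes, 14 above 0 and 6 below, a mean log2 fold change of 0.00 and a camera adjusted p of 0.59. Cdkn1a, the cell cycle inhibitor that p53 induces, was at 984 ± 25.5 scaled TPM in OVX and 937 ± 30.5 in sham, a log2 fold change of 0.07 ± 0.12 that was -0.10 on the TPM as deposited. Trp53 itself was at 31.8 ± 9.12 against 34.9 ± 3.86, a log2 fold change of -0.16 ± 0.24 that was 0.094 without OVX replicate 3. The senescence and cell cycle inhibitor list (16 tested) had a camera adjusted p of 0.278, and the list of secreted senescence factors (24 tested) had 16 genes below 0 and an adjusted p of 0.105. Among single inflammatory genes, Il1b was at 84.7 ± 18.1 in OVX and 66.5 ± 3.45 in sham, and Mmp9 at 11.4 ± 4.89 and 9.93 ± 2.52. Neither passed by limma, with adjusted p of 0.733 for Il1b and 0.927 for Mmp9, and the direction for Mmp9 turned without sham replicate 2, OVX replicate 1 or OVX replicate 2. Acp5, the osteoclast phosphatase, was at 14.8 ± 5.72 in OVX and 23.4 ± 1.73 in sham, with an adjusted p of 0.688 and a log2 fold change of -0.70 that was -0.40 without OVX replicate 3. Cd52, Cdkn2a, Il6 and Tnf were not analysed here.

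Camera called the neutrophil list higher in OVX, with 8 of 9 tested genes above 0. S100a8 and S100a9, which encode the calprotectin subunits, were the most abundant. S100a8 was at 63304 ± 10279 scaled TPM in OVX against 34965 ± 4648 in sham, S100a9 at 66818 ± 10616 against 40985 ± 4957, and the granule protein gene Ngp at 4293 ± 1447 against 2404 ± 28.9. Lcn2, which encodes an iron-trapping granule protein, was at 1463 ± 603 against 1167 ± 28.6, and its groups overlapped, with a log2 fold change of 0.22 that was -0.01 without OVX replicate 1 and 0.63 (adjusted p 0.0447) without OVX replicate 3. Camera gave an adjusted p of 0.00141 and a mean log2 fold change of 0.40, with adjusted p = 0.246 with an estimated correlation. The adjusted p was 0.104 without OVX replicate 1 and 0.139 by fry, and on the TPM as deposited the mean was 0.24. By limma 0 of the 9 passed over all genes and 3 passed adjusted over the list alone.

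Camera also called the list of the sort and of macrophage identity higher in OVX, with 7 of 8 tested genes above 0 and a mean log2 fold change of 0.28. Itgam had 0.81 ± 0.21, the Fc receptor gene Fcgr3 0.65 ± 0.17, the galectin gene Lgals3 0.31 ± 0.13 and Cd68 0.22 ± 0.14. Camera gave an adjusted p of 0.0113, and adjusted p = 0.316 with an estimated correlation. The NADPH oxidase list, the enzyme complex that makes superoxide in phagocytes, had 5 of 6 tested genes above 0 and a mean of 0.26. Ncf1 was at 39.8 ± 1.19 scaled TPM in OVX against 25.8 ± 0.774 in sham, Cyba at 610 ± 72.9 against 439 ± 12.1, Cybb at 4.33 ± 1.46 against 2.76 ± 0.136, and Rac1 at 157 ± 37.5 against 204 ± 9.15. Without OVX replicate 3 the log2 fold change was 0.26 in place of 0.47 for Cybb and -0.20 in place of -0.40 for Rac1. The list's camera adjusted p was 0.0276, and adjusted p = 0.282 with an estimated correlation. The study had named this pathway from these samples, so this p is not independent evidence either. By limma 0 genes of either list passed over all genes, and 2 of each passed adjusted over the list alone. Neutrophils express Itgam, Fcgr3 and the oxidase genes too, and the neutrophil list stood higher in the same libraries.

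The macrophage identity list gave adjusted p of 0.0582, 0.118 and 0.0846 without sham replicate 1, OVX replicate 1 and OVX replicate 2, 0.0695 by fry and 0.0552 by camera on ranks, and its mean on the TPM as deposited was 0.12. The NADPH oxidase list gave 0.194, 0.0876, 0.175 and 0.0846 without sham replicate 1, sham replicate 2, OVX replicate 1 and OVX replicate 2, and its mean was 0.12 without sham replicate 1. It also lost the call with no filter on low values (mean 0.15, adjusted p 0.104), with equal listed totals (mean 0.13, adjusted p 0.0691), with a minimum mean of 5 TPM (adjusted p 0.0833) and on ranks (adjusted p 0.0951), and its mean on the TPM as deposited was 0.053.

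Camera called the chondrocyte list higher in OVX and the muscle list lower, though no member of either passed over all genes. Of 13 tested genes of the chondrocyte list 11 were above 0, with a mean log2 fold change of 0.51 and a camera adjusted p of 3.46e-07, and adjusted p = 0.129 with an estimated correlation. With a pseudocount of 5 the mean was 0.34. By limma 0 passed over all genes, and 8 higher and 1 lower passed adjusted over the list alone. The 8 were Col2a1, Col10a1, the other collagen genes Col9a1, Col9a2, Col9a3, Col11a1 and Col11a2, and Hapln1, which encodes a cartilage link protein. The most abundant members went the other way. Chad was at 454 ± 157 scaled TPM in OVX against 627 ± 66.3 in sham, and Comp at 367 ± 72.0 against 512 ± 34.6, so that the sum over the list was 1224 ± 212 in OVX and 1409 ± 91.5 in sham. Much of that fall lies in OVX replicate 3, where the sum was 983 against 1378 and 1311 in OVX replicates 1 and 2, and without it the log2 fold change was -0.20 in place of -0.53 for Chad and -0.33 in place of -0.50 for Comp. Snorc was at 88.3 ± 11.2 against 73.5 ± 11.9. All 11 tested genes of the muscle list were below 0, with a mean of -0.72 and a camera adjusted p of 4.46e-05, and adjusted p = 0.129 with an estimated correlation. The actin gene Acta1 was at 28.4 ± 12.6 in OVX against 46.6 ± 6.31 in sham, and the troponin and myosin genes Tnnc2, Tnni2 and Mylpf at 63.0 ± 28.7, 25.9 ± 15.5 and 22.8 ± 6.24 against 70.7 ± 8.43, 44.6 ± 3.42 and 31.5 ± 3.13. Without OVX replicate 3 the log2 fold change was -0.38 in place of -0.80 for Acta1 and -0.35 in place of -1.005 for Tnni2, and that of Tnnc2 was 0.03 without OVX replicate 2. By limma 0 of the 11 passed over all genes or adjusted over the list alone.

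Of the mitochondrially encoded genes, 12 of 13 were below 0 in OVX, with a mean log2 fold change of -0.25. mt-Nd1 was at 3276 ± 209 scaled TPM in OVX against 4300 ± 185 in sham, mt-Co3 at 5349 ± 297 against 7904 ± 1768, mt-Nd5 at 814 ± 88.3 against 1024 ± 56.8 and mt-Atp8 at 6808 ± 1176 against 8539 ± 681. Camera gave an adjusted p of 0.000831, and adjusted p = 0.209 with an estimated correlation. The mean was -0.42 on the TPM as deposited and -0.53 with a trend with GC content and transcript length removed. By limma 0 passed over all genes or adjusted over the list alone. The share of mitochondrial transcripts is also a sign of RNA and cell quality. The neutrophil list summed to 1.71 times sham in these libraries, mostly through S100a8 and S100a9. A change in the mix of cells could therefore move the mitochondrial genes too. The list of nuclear oxidative phosphorylation genes (52 tested) had a mean of 0.06 and a camera adjusted p of 0.603. This rests on OVX replicate 3, where the list summed to 25001 scaled TPM, against 14963 and 14123 in OVX replicates 1 and 2. Without OVX replicate 3 the mean was -0.073 and camera called the list lower (adjusted p 0.0172). With an estimated correlation as well, its adjusted p was 0.649.

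In all, camera called 5 lists higher and 2 lower of the 37 with at least 3 tested genes, and 2 of the 5, the p53 genes named in the study and NADPH oxidase, had been named from these samples. With an estimated correlation 0 lists were called in either direction, and the lowest adjusted p was 0.129. The preset was 0.01, and the estimate was below it for the chondrocyte (-0.07), p53 (-0.0096), NADPH oxidase (-0.115) and muscle (0.0049) lists. A higher correlation among members therefore did not end those calls, and what did was not tested. For the macrophage identity (0.076), neutrophil (0.060) and mitochondrially encoded (0.027) lists the estimate was above the preset.

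**Figure D3:**
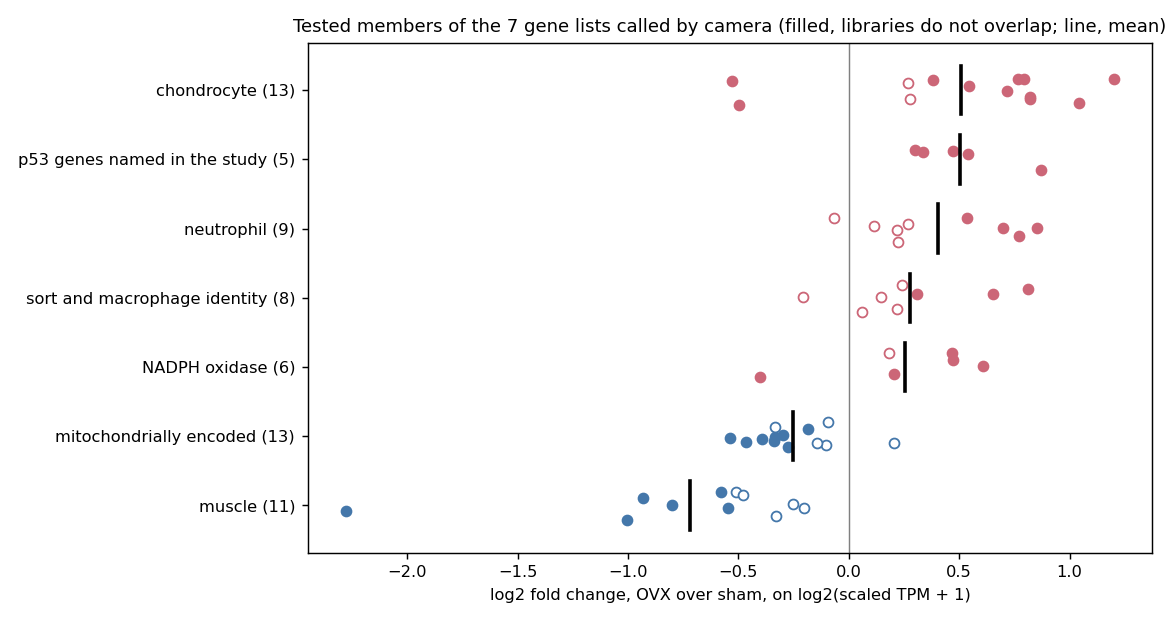
Each point is 1 tested gene of a called list, placed by its log2 fold change (OVX over sham, log2(scaled TPM + 1) scale), filled where the 3 OVX and 3 sham libraries do not overlap, with the mean of the list as a line and the number of tested genes in brackets. All 11 muscle genes lie below 0, and all 5 p53 genes named in the study lie above it.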

Values the study reported

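The study reported 231 genes with higher and 383 genes with lower expression in osteal macrophages of OVX mice than of sham mice, at an FDR below 0.05. It used 20 mice for each condition. It also stated a number of reads per sample for its bulk sequencing, which is not used here.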

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

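Except for the test of GC content and transcript length, the tests in this part were chosen after the results were seen. Groups of 3 libraries were too small for a formal test of outlying samples.

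A signal stood in columns that the comparison did not use. The authors' deposited table holds, beside the TPM, an adjusted p under 0.05 for 2211 transcripts, 936 higher and 1275 lower. If these columns had been computed from the 6 libraries, their log2 fold changes would follow the TPM. Across 5712 transcripts with a mean of at least 5 TPM, Spearman's rho (across transcripts, which are not independent) was -0.036, which argues against that source. In the authors' deposited table the mean level was 1820017 for Col2a1, a cartilage gene, 371428 for H19, whose TPM averaged 0.817, and 144.4 for S100a8, whose TPM averaged 48080. A shift between rows is argued against too. The mean level followed the mean TPM with a rho of 0.46 on the rows as deposited, and with at most 0.097 when the rows were shifted by up to 100. Other samples, perhaps rich in cartilage, remain a candidate source, which was not tested. If the rows were limited to transcripts of such samples, cartilage genes would be listed more fully than others. Here 13 of 15 chondrocyte genes could be tested, against 8 of 15 of the sort and macrophage identity list. That pair decides nothing, because being tested also takes a mean of 1 scaled TPM. Some lists without cartilage genes were tested as fully, with 52 of 52 nuclear oxidative phosphorylation genes and 31 of 31 proteasome genes. Others were barely listed, with 1 of 20 T and NK cell genes, 1 of 17 B cell genes and 2 of 15 endothelial genes in the table. What set these counts was not tested, so they do not decide the source either.

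OVX replicate 3 lay apart from the other libraries. Its difference from the mean of the other 5 had an SD over genes of 0.679 (log2), against 0.338 to 0.380 for the others. Once a trend with GC content and transcript length was removed, its SD was 0.603, still 1.68 times the highest of the others, so that trend is argued against as the whole cause. Counting noise from a lower depth is argued against too, since among 707 genes of at least 100 TPM its SD was 2.63 times the highest of the others. Degraded RNA, a different mix of cells and animals that responded differently stay open. No biological explanation was tested, since the labels give this library no trait of its own.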

How the results depend on the processing

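The settings with deposited TPM, equal listed totals, the GC and length trend, pseudocounts, a mean of at least 5, no trend, library weights and transcripts were chosen after the data were seen. Alternatives that need counts (count tests, a count minimum) and FPKM were not run. Where a count moved, the cause was not tested, except that leaving out a library leaves fewer samples and a stricter filter fewer genes.

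Genes higher at FDR 0.05, 1 in the reported fit, numbered 0 with the replicate block, protein-coding genes, pseudocount 0.1 and transcripts, 2 with the GC and length trend removed and 22 with library weights, which gave OVX replicate 3 a weight of 0.171. Genes lower, 0 in the reported fit, numbered 1 with the GC and length trend removed and 7 with library weights. Leaving out 1 library gave 0 to 9 higher and 0 to 3 lower, with 9 and 3 without OVX replicate 3. At an unadjusted p of 0.05, against 296 higher and 277 lower, there were 127 and 496 on TPM as deposited, 176 and 442 with equal listed totals, 182 and 127 with a mean of at least 5, and 570 and 559 with library weights. Leaving out 1 library gave 177 to 387 higher and 132 to 425 lower, with the fewest higher without sham replicate 1 (177 and 165), 197 and 175 without sham replicate 2, the fewest lower without sham replicate 3 (183 and 132), and the most lower without OVX replicate 1.

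Lists called by camera, 5 higher and 2 lower, numbered 0 and 0 with an estimated correlation. Higher lists numbered 3 on ranks and 3 with a mean of at least 5, and 2 to 6 when 1 library was left out, with 3 without sham replicate 1 and 2 without OVX replicate 1. Lower lists numbered 2 to 3 when 1 library was left out. Of 146 list alternatives, 123 kept side and direction, 23 lost the call and 0 reversed. These cover only lists that the reported fit called. Uncalled lists that gained a call include bone-active factors from macrophages, higher by fry (adjusted p 0.00861). The sum over that list went the other way, at 5245 ± 417 scaled TPM in OVX against 6702 ± 15.2 in sham (SD, n = 3). Without OVX replicate 3, camera called lysosome and autophagy higher (adjusted p 0.0447) and nuclear oxidative phosphorylation lower (adjusted p 0.0172).

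A named gene that a setting's filter removed has no value there (Cdkn1b, As3mt, Jmjd8, Ldb2 and Rbm43 in some leave-outs, low genes with a mean of at least 5, noncoding genes with protein-coding genes only). Of 1034 alternatives for single genes, 989 kept side and direction, 29 gained a call (18 with library weights, 9 without OVX replicate 3, 2 with the GC and length trend removed) and 6 lost one, all for Gm10132. Only Gm10132 was called in the reported fit. For the other named genes, keeping side means only that an uncalled gene stayed uncalled. Reversed log2 fold changes were all of uncalled genes: Cdkn1a -0.099 on TPM as deposited and -0.0076 with equal listed totals, Mmp9 -0.034 on TPM as deposited, Trp53 0.087 with library weights. With 1 library left out, Trp53 ran from -0.295 to 0.094, Mmp9 from -0.13 to 0.49, Lcn2 from -0.0091 to 0.63 and Tnnc2 from -0.59 to 0.029.

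The replicate numbers showed no sign of pairing the samples, though so few libraries cannot exclude it. The deviations of same-numbered libraries correlated at -0.056, -0.13 and -0.25. The replicate block gave 0 genes at FDR 0.05, 209 higher and 198 lower at an unadjusted p of 0.05, and 4 higher and 2 lower lists. The NADPH oxidase list lost its call with the block (adjusted p 0.0741). TPM keep no counts, so a limit from counting on low genes could not be set.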

Other observations

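Except for the splits of the list result, the tests in this part were chosen after the results were seen. Without OVX replicate 3, limma called 12 genes, which were chosen by that fit and not by the rule for named genes. The higher ones include the granule genes Ngp (log2 fold change 1.09, adjusted p 0.00248) and Lcn2 (0.63, adjusted p 0.0447), G0s2, AW112010 and the cartilage genes Col2a1, Mia and Cnmd. The lower ones were Grn, Ldb2 and Gm10335. Mt2, a neighbour of Mt1 picked after its values were seen, was at 1086 ± 111 scaled TPM in OVX and 1756 ± 212 in sham (SD, n = 3).

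The neutrophil genes may have been higher because the OVX libraries held more neutrophil RNA. In that case all abundant members would be higher. Of 7 members of at least 10 scaled TPM, 4 lay above 0 by more than 2 SE and 0 below it by as much, while Mmp9 (0.12 ± 0.34), Lcn2 (0.22 ± 0.33) and Ltf (0.27 ± 0.30, SE) were within 2 SE of 0. All 7 lay above 0, which was the rule used first, but it decides nothing because the list had already been called higher. The rule of 2 SE replaced it after these values were seen. In OVX replicate 3, Lcn2 was at 771, below the 3 sham libraries, while S100a8 was at 75108. A sort that required F4/80 or CD68 could remove neutrophils, but how many it removed was not measured. S100a8, S100a9, Lcn2 and Mmp9 are also made by activated macrophages. The granule gene Ngp, not one of these, was at 4293 ± 1447 in OVX against 2404 ± 28.9 in sham, with 2626 in OVX replicate 3. A lower share of the other cells would lower the sums of the chondrocyte, muscle, stromal and osteoblast lists together. Only 1 of the 4, muscle, was lower in every OVX library than in every sham library, and 0 were higher in every one. The stromal sum was 40559, 37087 and 21030 in OVX replicates 1, 2 and 3 against 33681 to 36840 in sham, so this decides nothing. An earlier rule read the mean of the chondrocyte list (0.508) as evidence against a lower share and was dropped after these values were seen, because members of that list went both ways. More neutrophils, a lower share of the other cells and a changed expression after OVX all stay open.

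With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For genes at FDR 0.05, 2 of the 10 splits gave as many as the real 1, and the highest other had 1. For genes at an unadjusted p of 0.05, 1 split, the real one, reached 573, and the highest other had 504, a split that sets OVX replicate 3 with sham replicates 1 and 2. For lists, 1 split reached 7, and the highest other had 6. Without the NADPH oxidase list and the lists of genes named in the study, a count added after the results were seen, the real split had 5 and the highest other 6.

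The count of genes higher at FDR 0.05 here was 1 and the count lower was 0. Both are lower than the values quoted from the study above. The counts rest on unlike measures and genes. The study counted reads and tested with another program, while limma here tested 8185 genes on TPM summed over listed transcripts. The legend of the study's volcano plot gives its threshold as P, where its text gives FDR. The difference therefore cannot be read as a test of the study's counts.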
